A study of Astatotilapia calliptera and Haplochromis burtoni and Pundamilia nyererei with 40 samples. Its data were reported in "Dynamic co-evolution of transposable elements and the piRNA pathway in African cichlid fishes" (2025).

How the data were processed

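Messenger RNA was measured by poly(A)-selected, strand-specific, paired-end sequencing in 40 libraries of 6 East African cichlid species. These were Oreochromis niloticus (ON, Nile tilapia), Pundamilia nyererei (PN), Astatotilapia burtoni (AB) and, from Lake Malawi, Tropheops sp. 'mauve' (TM), Maylandia zebra (MZ) and Astatotilapia calliptera (AC). Of these libraries, 34 came from ovaries or testes and 6 from the brains of AC females and males. A sequencing company prepared the gonad libraries of AC, MZ, TM, AB and ON, and the study's own laboratory prepared the PN gonad and AC brain libraries. Within each species the ovaries and testes therefore share a protocol, while AC gonads and AC brains do not.

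The deposited TE tables hold raw counts per gene and per family of transposable elements (TEs), which the authors made by trimming the reads with Trimmomatic, mapping them with STAR so that reads with many matches were kept, and counting genes and TE families together with TEtranscripts. Reads of AB, PN and ON were mapped to the genome of their own species, and reads of AC, MZ and TM to the AC genome. TE families came from RepeatModeler and RepeatMasker in each genome. For AC these form the uncurated annotation, and a curated TE library of Lake Malawi cichlids gave a separate table for AC, MZ and TM. The deposited normalised TE tables hold log2 values that the authors made from the counts with the regularised logarithm (rlog) of DESeq2. The deposited gene table of AC brains and gonads holds expected counts per gene that the authors estimated with salmon, of which 78.4% were whole numbers. Its companion table is named for length-scaled TPM, and its deposited score per gene behaves as transcript abundance per 1000000 transcripts (TPM): with 1 entry per gene every library sums to 1000000, and 382 repeated entries, which hold the same values, were dropped to leave 26977 genes.

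All 112 sample columns of these tables were assigned to a library by their headers. Each count table holds between 24634 and 34282 genes and TE families, with 557 TE families in the curated AC annotation, 774 in the uncurated one, 751 in AB, 726 in PN and 845 in ON. Assigned counts per library lay between 20973400 and 26742599 in the gonads of AC, MZ and TM, between 23219721 and 25010259 in AB, between 8554149 and 23864856 in PN and between 23293938 and 24418850 in ON. In the salmon table they lay between 18241046 and 22360362 in the AC gonads and between 6728130 and 19685495 in the AC brains. Reads carried no molecular identifiers, so limits based on counts of 0 cover counting error only. Replicates varied by more than counting error: over 73 pairs of replicates the lowest chi-square per degree of freedom was 6.87.

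Gene names of AC came from the deposited tables, which name 16908 of the 26977 genes. The reference table for this series pairs none of its 31355 genes with the identifiers used in the tables, and the tables do not pair the identifiers of AB, PN and ON with names, so genes of these species are given by identifier. Positions in the genomes were not used here. Embryo, small RNA and DNA data of the study were not analysed here.

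The detection rule is that of the paper: detectable TE families are those with counts above 10 in 2 or more libraries of a table. The TE share is the percentage of all assigned counts of a library that fell on TE families. Testes and ovaries were compared by this share, by the median rlog value over the TE families of a class (DNA, LINE, LTR or SINE) and by the median over genes of log2(CPM + 1), where CPM is the counts per 1000000 counts, scaled with TMM factors. Each of these gave 1 value per library and was tested by an exact permutation test over libraries, two-sided, with p as 2 times the smaller tail. The smallest p this test allows is 0.0286 for 4 against 4 libraries, 0.0571 for 3 against 4 and 0.1 for 3 against 3. P-values were adjusted by the method of Benjamini and Hochberg within each family of tests. Whether the TE share differed more between the gonads of 1 species than of another was tested by permuting the species labels within each organ.

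Counts per gene and TE family were fitted together with the robust quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, after filterByExpr and with TMM scaling over genes and TE families. A feature was called at an adjusted p under 0.05, adjusted over all features tested in a contrast. Testes were compared with ovaries in 5 fits, which covered AC under both annotations, AB, PN and ON. The testes of AC, MZ and TM were compared in 1 fit over 10 libraries, and the salmon counts of AC, rounded, in 1 fit over the 14 libraries of brain and gonads. Named genes and families were chosen by a rule. In each TE comparison these are the 3 families, and in each gene comparison the 2 genes, with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 10 CPM and no overlap between the groups. The other named genes are a list of 30 symbols of piwi genes and further TE silencing factors, controls for ovary, testes and brain, and 15 TE families listed as recently active from genome data. Lists of 4 follicle cell and 4 spermatogenic cell symbols were written after AC expression values had been seen.

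Active families were compared with the other families of their superfamily by an exact rank-sum permutation test with the family as the unit, on mean rlog values over 4 libraries. Its two-sided p was formed from the smaller tail as in the tests over libraries. Over all superfamilies together, the mean percentile of the active families within their superfamily was tested against 100000 reassignments. Superfamilies with at least 3 tested families were compared between species by Pearson and Spearman correlations of the median log2 fold change, with 100000 permutations each.

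The methods were tested on simulated data with 200 changed genes in each fit. At a 4-fold change between 34% and 84% of them were recovered in every fit except that of PN, which recovered 0%. At a 16-fold change the recovery was 83.5% in PN and between 94% and 99% in the others. Among the calls made, between 1.45% and 9.09% were false. The PN fit at a 4-fold change made no calls, so it has no such share. Where more features change, the adjusted threshold is less strict, so the recovery in these simulations does not measure that of the real fits. The exact tests called 2.25% and 4.5% of simulated null data at 0.05, and the permutation test of a correlation 7%.

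These choices and most alternatives were fixed before the data were examined. The alternatives were the Wald test of DESeq2 1.42.0 with its own size factors, total counts in place of TMM, TMM over genes alone, a fit on TE families alone, no filter, a filter at a mean of 100 counts, an added threshold of 1 on the absolute log2 fold change, a replicate block, the other gene counts of AC, other detection rules, other summaries of the class and gene medians, other units for the active families, and leaving out each library in turn. An alternative for the salmon counts used TPM multiplied by the total of the library, rounded, since the table holds TPM and not counts. Later additions were the share without the 10 most abundant TE families, the internal and terminal parts of active LTR families as separate entries, and a replicate block for the gene list. Computations outside R used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.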

Results

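The data describe RNA levels of genes and of TE families in the gonads of cichlids from the East African Great Lakes, and of genes in AC brain. TEs are stretches of DNA that can move or copy themselves within a genome, and copies that share an origin form a family. Ovaries and testes were sequenced from AC (4 and 4 libraries), AB (3 and 4), PN (3 and 4) and ON (3 and 3), testes alone from MZ (2) and TM (4), and brains from AC females (3) and AC males (3). Assigned counts per gonad library lay between 20973400 and 26742599, except in PN, where PN testes replicate 3 had 8554149 and PN ovary replicate 2 had 10685268. Brain libraries had between 6728130 and 19685495 counts.

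How many TE families have detectable RNA in gonads was the first question. The paper calls the cutoff of its rule low, and detectable levels need not be high. For embryos it names read-through from expressed genes as a possible source of TE counts. Counts per family cannot separate such RNA from transcription of the TEs themselves, which holds for all TE values below. Under the detection rule, 508 of the 557 curated AC families (91.2%) were detectable, and 677 of the 774 uncurated AC families (87.5%). The numbers were 706 of 751 families in AB (94.0%), 647 of 726 in PN (89.1%) and 772 of 845 in ON (91.4%). The number in curated AC lies below the range that the paper reports for gonads, and that in ON above it. ON also has more families here than the paper gives for any cichlid, and the cause of these differences was not tested. With MZ and TM included, 523 of the 557 curated families (93.9%) were detectable in the 14 Lake Malawi libraries. A requirement of more than 10 counts in every library moved this count most, to 322 families in the 14 libraries.

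The next comparison asked whether TE families take a different share of the RNA in testes and in ovaries. The TE share was higher on average in testes in each species, and no difference passed the correction over 5 comparisons. In AC it was 1.21% ± 0.563 (SD, n = 4) in ovaries and 1.56% ± 0.166 (SD, n = 4) in testes under the curated annotation, a difference of 0.351 points (exact permutation p = 0.286, adjusted p = 0.286), and none of the testes lay above every ovary. This difference was 0.166 points without AC ovary replicate 4 and 0.612 points without AC ovary replicate 2. Leaving out the 10 most abundant TE families was the alternative that changed a test, with a difference of 0.308 points and an exact p of 0.0286. Under the uncurated annotation the shares were 1.24% ± 0.395 (SD, n = 4) and 1.64% ± 0.108 (SD, n = 4; exact permutation p = 0.143, adjusted p = 0.214). In AB the share rose from 0.722% ± 0.0588 (SD, n = 3) to 1.52% ± 0.0800 (SD, n = 4), with all 4 testes above every ovary. Its exact p of 0.0571 is the smallest that 3 against 4 libraries allow in this test. The PN values were 0.928% ± 0.430 (SD, n = 3) and 1.51% ± 0.125 (SD, n = 4; exact permutation p = 0.171), with 2 of the 4 testes above every ovary. ON showed the widest gap, from 1.1% ± 0.187 (SD, n = 3) to 4.65% ± 0.192 (SD, n = 3), with all 3 testes above every ovary and an exact p of 0.1, the smallest that 3 against 3 libraries allow. The adjusted p was 0.214 in AB, PN and ON.

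**Figure D1:**
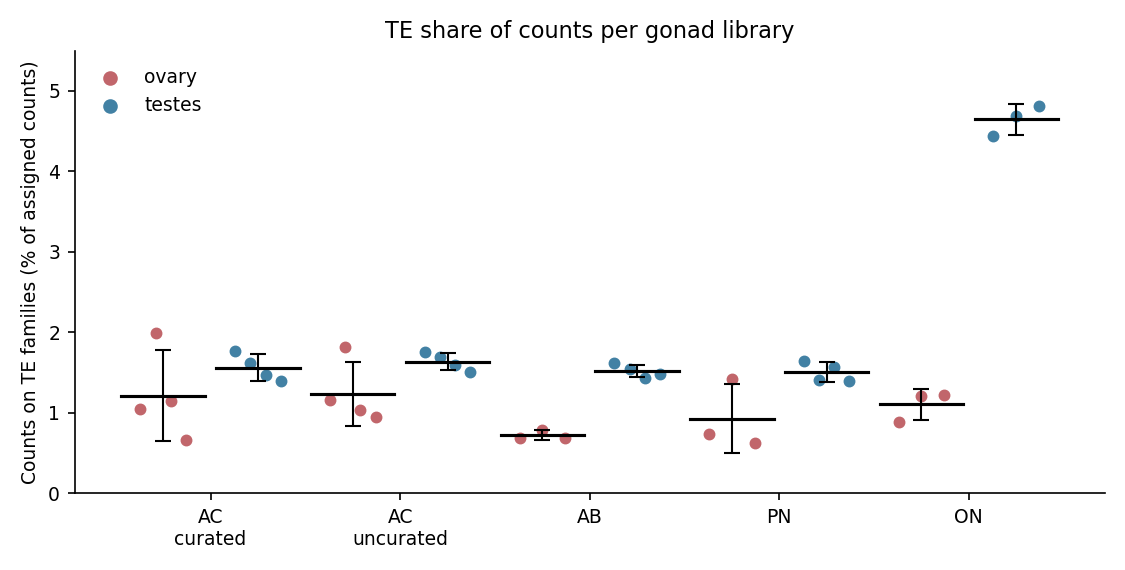
TE share of assigned counts (%, vertical axis) in each ovary and testes library of AC under both annotations, AB, PN and ON, where points are libraries, horizontal lines means and bars 1 SD. The 3 ON testes lie between 4.44 and 4.82%, above every other library, while 1 AC ovary reaches 1.99% and 1 PN ovary 1.42%.

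Whether the testes to ovary ratio of the TE share differed between species was tested for 6 pairs. The log2 ratio was 0.45 in AC (uncurated annotation), 1.07 in AB, 0.79 in PN and 2.09 in ON. The pair AC and ON differed by -1.64 (permutation p = 0.0212), which did not pass the correction (adjusted p = 0.127). The other pairs gave permutation p-values between 0.0735 and 0.671.

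TE classes were then compared on the rlog values, with 1 median per library and class. In AC under the curated annotation the median rose from 4.73 ± 0.18 (SD, n = 4) to 6.09 ± 0.15 (SD, n = 4) for LTR families, a log2 difference of 1.37 (exact permutation p = 0.0286, adjusted p = 0.114). The DNA class differed by 0.69 and LINE by 0.55, each with the same exact p, and SINE by 0.13, with an exact p above 0.05. Of the 20 combinations of class and table none passed the correction, and the lowest adjusted p was 0.114. The difference was above 0 in every combination except SINE in AC under the uncurated annotation, at -0.22, and SINE in PN, at -0.50. Each SINE result in AC and PN changed sign when 1 library was left out: it became -0.11 without AC ovary replicate 4 under the curated annotation, 0.08 without AC ovary replicate 1 under the uncurated annotation, and 0.15 without PN ovary replicate 2. In PN the DNA difference of 0.61 moved to 0.32 without PN ovary replicate 3 and to 1.03 without PN ovary replicate 2, and the LINE difference of 0.46 moved to 0.15 and 0.87. Total counts in place of the rlog scale moved the class differences most, for LTR in ON from 1.63 to 3.04. Among the classes, SINE had the highest median in both organs of AC under the curated annotation (10.08 and 10.22) and LTR the lowest. LTR had the highest median in both AB organs (7.20 and 8.14) and in PN testes (7.01), and it stood below SINE in the others. The paper proposes that LTR expression may be overestimated where the annotation is uncurated.

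The median over genes was compared in the same way, to place the TE differences beside those of genes. It rose by 0.45 in AC (exact permutation p = 0.0857), 0.08 in AB (exact p = 0.514), 0.44 in PN (exact p = 0.0571) and 1.13 in ON (exact p = 0.1), with adjusted p-values of 0.133 in AC, PN and ON and 0.514 in AB. Without AC ovary replicate 1 the AC difference was 0.23. Over genes that pass filterByExpr the difference was 0.31 in AC, -0.24 in AB, 0.11 in PN and 0.45 in ON. Total counts gave 0.90 in PN, and a pseudocount of 0.1 gave 1.78 in ON.

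Single TE families were tested next, with 1 edgeR fit per species and annotation. In AC 174 of 480 curated families were called, 166 higher and 8 lower in testes, and 107 of 659 uncurated families, 93 higher and 14 lower. AB had 559 calls among 701 families, 513 higher and 46 lower. PN had 141 among 643, 111 higher and 30 lower, and ON had 614 among 762, 540 higher and 74 lower. The direction of these counts depends on the scaling. When TMM factors and tests used TE families alone, the calls were split almost evenly, with 121 higher and 97 lower in AC under the curated annotation, 103 and 110 under the uncurated one, 218 and 206 in AB, 84 and 100 in PN, and 302 and 264 in ON. That scaling sets the typical TE family to no change, so it measures families relative to each other. In PN the count moved with single libraries: without PN ovary replicate 2 there were 397 calls, 365 higher and 32 lower, and without any 1 of the 4 PN testes libraries between 69 and 78. Without AC ovary replicate 1 the uncurated AC count was 179, and without AC testes replicate 1 it was 54.

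**Figure D2:**
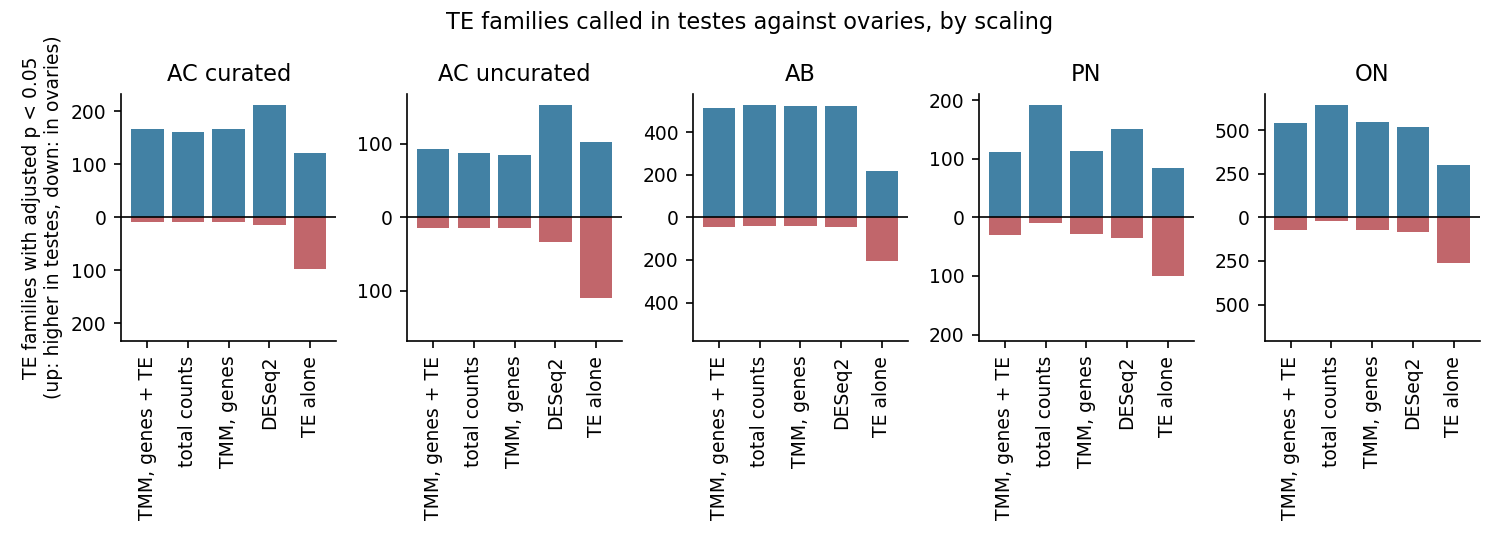
TE families with an adjusted p under 0.05 in testes against ovaries (number, vertical axis, whose range differs between panels), higher in testes above the line and lower below it, for each table under 5 ways of scaling or testing. The calls lie mostly above the line under 4 of these ways, as with 513 against 46 in AB, and near an even split where TE families were scaled alone, as with 218 against 206.

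The families named here were ranked only among called families with a mean of at least 10 CPM and no overlap between the organs. Among these the largest rise in curated AC was in the internal part of Gypsy-73, an LTR family, from 0.473 ± 0.412 CPM (SD, n = 4) in ovaries to 27.6 ± 2.79 CPM (SD, n = 4) in testes (log2 fold change 5.80, SE 0.79, adjusted p = 0.00175). The internal parts of Gypsy-69 and Gypsy-61 followed at 5.70 and 5.35. ERV1-6, ERV1-9 and ERV1-5, measured by their long terminal repeats, fell by 5.83, 5.04 and 4.48 on the log2 scale, and ERV1-9 went from 1039 ± 579 CPM (SD, n = 4) to 31.5 ± 22 CPM (SD, n = 4; adjusted p = 0.00193). The internal part of ERV1-5 went the other way, with a log2 fold change of 4.07 (adjusted p = 0.002). Those of ERV1-6 and ERV1-9 also fell, with changes of -3.31 and -3.16. The 3 uncurated AC families that rose most by this rule, at 4.93, 4.88 and 4.68, were also Gypsy elements. The 3 that fell most had changes of -2.22, -2.15 and -1.99, and the last of them, rnd-5_family-832, was no longer called with a replicate block (adjusted p = 0.0507). In AB the hAT-Ac family rnd-6_family-177 rose from 4.21 ± 2.17 CPM (SD, n = 3) to 130.5 ± 14.1 CPM (SD, n = 4; log2 fold change 4.94, adjusted p = 1.34e-06), and the TcMar-Tc1 family rnd-2_family-43 fell from 479 ± 139 to 23.9 ± 3.43 CPM (log2 fold change -4.33, adjusted p = 3.36e-07). The PN family rnd-1_family-63, also hAT-Ac, rose from 5.29 ± 5.81 CPM (SD, n = 3) to 96.8 ± 75.6 CPM (SD, n = 4; log2 fold change 4.23, adjusted p = 0.0102), and rnd-5_family-1518, a TcMar-Tc1 family, fell from 37.3 ± 7.56 to 1.16 ± 0.216 CPM (log2 fold change -4.99, adjusted p = 0.00103). In ON the hAT-Charlie family rnd-1_family-756 rose from 0.773 ± 0.181 CPM (SD, n = 3) to 2698 ± 570.3 CPM (SD, n = 3; log2 fold change 11.77, adjusted p = 1.57e-07), and the TcMar-Tc1 family rnd-5_family-726 fell from 278.0 ± 42.5 to 12.8 ± 1.65 CPM (log2 fold change -4.44, adjusted p = 4.20e-07). The other named families of AB, PN and ON changed by between 3.79 and 7.56 upwards and between -2.95 and -4.18 downwards.

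Genes were tested in the same fits. In AC 4118 of 18308 genes were called, 2367 higher and 1751 lower in testes, and in AB 13862 of 18444, 6903 higher and 6959 lower. PN had 8240 calls among 17764 genes, 3861 higher and 4379 lower, and ON 16852 among 21108, 9795 higher and 7057 lower. Total counts in place of TMM moved the median log2 fold change of all genes from -0.01 to 0.13 in AC, from 0.02 to 0.13 in AB, from -0.24 to 0.36 in PN and from 0.56 to 1.41 in ON. With them PN had 4523 genes higher and 2568 lower, and AB 7163 higher and 6656 lower, so neither majority of calls holds across scalings. Without AC ovary replicate 1 the AC count was 6930, and without AC testes replicate 1 it was 2333. In AC ropn1l (ENSACLG00000020737) had no counts in ovaries and 85.5 ± 57.4 CPM (SD, n = 4) in testes, at least 2599.6-fold higher, and spata18 (ENSACLG00000016247) rose from 0.0201 ± 0.0401 to 194 ± 182 CPM. The unnamed gene ENSACLG00000010017 fell from 469.9 ± 492 CPM (SD, n = 4) to 0.0473 ± 0.0193 CPM (log2 fold change -13.13), and folr (ENSACLG00000007856) from 73.6 ± 90.9 to 0.0579 ± 0.0511 CPM (log2 fold change -10.21).

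In AB the gene ENSHBUG00000014062 was at least 12413-fold higher in testes, at 539 ± 48.4 CPM (SD, n = 4) against 0 counts in ovaries, and ENSHBUG00000006895 fell from 578 ± 196 CPM (SD, n = 3) to 0.0102 ± 0.0203 CPM. In PN the gene ENSPNYG00000013777 rose from 0.0526 ± 0.0911 to 34.3 ± 12.6 CPM, and ENSPNYG00000014811 was at least 6802-fold lower in testes, at 0 counts against 238 ± 300.3 CPM (SD, n = 3) in ovaries. In ON ENSONIG00000014679 was at least 8202-fold higher in testes, at 463 ± 33.2 CPM (SD, n = 3), and ENSONIG00000032254 at least 88765-fold lower, from 2784 ± 423 CPM (SD, n = 3) in ovaries.

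Family names are made separately in each genome, so species were compared by superfamily, using the median log2 fold change between testes and ovaries. Across superfamilies, which are not independent replicates, Pearson's r was 0.737 between AC and AB over 27 superfamilies (permutation p = 3e-05, adjusted p = 6e-05; Spearman's rho 0.666) and 0.794 between AC and ON over 32 (permutation p = 1e-05, the smallest that 100000 permutations can give; rho 0.793). It was 0.698 between AB and ON over 30 superfamilies (permutation p = 1e-05; rho 0.725), 0.534 between AB and PN over 25 (permutation p = 0.00621; rho 0.416), 0.497 between PN and ON over 27 (permutation p = 0.00888; rho 0.498) and 0.427 between AC and PN over 25 (permutation p = 0.0338; rho 0.511). All 6 adjusted p-values were at or below 0.0338 for r, and at or below 0.0395 for rho. With the summed counts of a superfamily in place of the median over families, r fell to 0.197 between AC and PN and to 0.319 between AB and PN. Of 25 superfamilies tested in all 4 species, 17 had a median above 0 in each species and 0 had a median below 0 in each. These directions hold for the scaling over genes and TE families.

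Differences within Lake Malawi were tested between the testes of AC, MZ and TM on the curated table, with all reads mapped to the AC genome. Reads of MZ or TM may map less well where their sequence differs from that of AC. Differences between these species can therefore come from mapping as well as from RNA levels, which was not tested. TM differed from AC in 114 of 519 families, 70 higher and 44 lower in TM. MZ differed from AC in 83, 73 higher and 10 lower in MZ, and TM differed from MZ in 68, 14 higher and 54 lower in TM. The scaling turned 2 of these majorities: total counts gave 54 higher and 58 lower for TM against AC, and TE families scaled alone gave 83 and 93 for TM against AC and 38 and 41 for MZ against AC. For TM against MZ the lower calls stayed in the majority under each scaling, with 14 higher and 75 lower under total counts, 23 and 93 with DESeq2, and 22 and 26 with TE families scaled alone. Without AC testes replicate 1 there were 41 families for MZ against AC, and without TM testes replicate 1 there were 35 for TM against MZ. The TE share was 1.28% ± 0.140 (SD, n = 4) in TM testes and 1.57% ± 0.560 (SD, n = 2) in MZ testes, against 1.56% ± 0.166 (SD, n = 4) in AC testes, and TM and AC differed by -0.281 points (exact permutation p = 0.0571). The long terminal repeat of Gypsy-46 rose from 0.996 ± 0.825 CPM (SD, n = 4) in AC to 25.3 ± 10.4 CPM (SD, n = 4) in TM (log2 fold change 4.65, adjusted p = 0.00128), and that of Gypsy-54 fell from 52.1 ± 12 to 8.5 ± 1.4 CPM (log2 fold change -2.62, adjusted p = 5.16e-04). In MZ the long terminal repeat of Pao-46 stood at 36.2 ± 0.336 CPM (SD, n = 2) against 4.43 ± 0.737 CPM (SD, n = 4) in AC (log2 fold change 3.03, adjusted p = 2.68e-05). The internal part of ERV1-3 stood at 2283 ± 1147 CPM in AC, 41.9 ± 36.8 CPM in MZ and 646 ± 342 CPM in TM (log2 fold change of MZ against AC -5.77, adjusted p = 0.00347, and of TM against MZ 3.94, adjusted p = 0.0123). Of the named families, Gypsy-10 for MZ against AC, and Gypsy-46 and the internal part of ERV1-8 for TM against MZ, lost their call when any of several single libraries was left out, for example at an adjusted p of 0.0695 for Gypsy-10 without AC testes replicate 1.

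Genes of the same libraries gave 3779 calls among 20186 genes for TM against AC, 1766 higher and 2013 lower in TM, 1759 for MZ against AC, 997 higher and 762 lower in MZ, and 2048 for TM against MZ, 767 higher and 1281 lower in TM. Total counts moved the median of all genes to -0.18 for TM against AC and -0.13 for TM against MZ, with 1261 higher and 2787 lower and with 603 higher and 1768 lower. The majority for MZ against AC turned over with DESeq2, at 1410 higher and 1492 lower. Without TM testes replicate 1 the count for TM against AC was 2462 and for TM against MZ 1148. The gene cbr1 (ENSACLG00000000032) had 484 ± 190.2 CPM (SD, n = 4) in AC testes, 0.334 ± 0.140 CPM (SD, n = 4) in TM and 0.0380 ± 0.000744 CPM (SD, n = 2) in MZ (adjusted p = 7.96e-07 and 5.14e-06). Whether the low values in TM and MZ come from mapping to the AC genome was not tested. ENSACLG00000003662 was higher than in AC in both, at 0.187 ± 0.0805 CPM in AC, 114.7 ± 28.7 CPM in TM and 158 ± 124 CPM in MZ.

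AC tissues were compared on the salmon counts, to see where piwi genes, whose proteins bind piRNAs and silence TEs in the germline of animals, are expressed. Gonads differed from brain in 15811 of 20893 genes, 7748 higher and 8063 lower in gonads, and these tissues also differ in library protocol, which cannot be separated from the tissue. DESeq2 moved the median log2 fold change of all genes from -0.02 to -0.31 and total counts moved it to -0.18. Testes differed from ovary in 6354 genes, 3394 higher and 2960 lower, a majority that a mean of at least 100 counts turned over (4570 genes, 2008 of them higher), as did leaving out AC ovary replicate 4 (6349 genes, 3141 of them higher). Total counts gave 3615 higher and 1821 lower and a median of 0.22. Male and female brain differed in 0 genes, with 564 genes at an unadjusted p under 0.05, where DESeq2 called 10. The gene kpna7 (ENSACLG00000000180) stood at 3326 ± 2528 CPM (SD, n = 8) in gonads and 0.645 ± 1.09 CPM (SD, n = 6) in brain, and si:dkeyp-74b6.2 (ENSACLG00000023115) at 377 ± 450 CPM (SD, n = 6) in brain with 0 counts in gonads, at least 20698-fold lower.

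Of the 30 symbols of piwi genes and TE silencing factors, 23 matched a name in the tables, for 26 gene identifiers, of which 25 were tested. Gonads against brain called 18 of them higher and 5 lower, and adjusted over the list alone the numbers were also 18 and 5. Testes against ovary called 11 higher and 0 lower (15 at an unadjusted p under 0.05), and adjusted over the list alone 13 higher and 1 lower. Male against female brain called 0, with 2 at an unadjusted p under 0.05. DESeq2 moved the testes against ovary result most, to 15 higher and 1 lower, and without AC testes replicate 1 there were 9 calls. The median log2 fold change of the list was 2.76 for gonads against brain and 1.08 for testes against ovary, where the medians of all genes were -0.02 and 0.02. The symbols dnmt3ba, gtsf1, mael, mov10l1, pnldc1, setdb1a and tdrd5 were not matched by name.

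The name piwil1 belongs to 4 identifiers. ENSACLG00000014540 had 75.4 ± 47.7 TPM (SD, n = 4) in ovary, 338 ± 47.8 TPM (SD, n = 4) in testes, 1.07 ± 0.743 TPM (SD, n = 3) in female brain and 1.09 ± 0.322 TPM (SD, n = 3) in male brain. Its log2 fold change was 7.70 (SE 0.55, adjusted p = 1.47e-08) for gonads against brain and 2.05 (SE 0.52, adjusted p = 0.00927) for testes against ovary. ENSACLG00000005074 had 8.41 ± 3.91 TPM (SD, n = 4) in ovary and 18.6 ± 5.46 TPM (SD, n = 4) in testes, and between 0 and 4.72 TPM in single brain libraries (log2 fold change of gonads against brain 2.76, adjusted p = 0.00527). ENSACLG00000005760 stayed at or below 0.792 TPM in all libraries, and ENSACLG00000005069 had 0.105 TPM in 1 testes library and 0 in the others and was not tested. Reads of related copies can be assigned to the wrong copy, so the low values of these identifiers are limits on what salmon assigned. The tables do not say which identifier is which numbered copy.

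The gene piwil2 (ENSACLG00000020551) had 48.8 ± 21.9 TPM (SD, n = 4) in ovary, 121 ± 6.80 TPM (SD, n = 4) in testes, 0.156 ± 0.162 TPM (SD, n = 3) in female brain and 0.126 ± 0.0519 TPM (SD, n = 3) in male brain. Its change between testes and ovary was 1.05 (SE 0.32, adjusted p = 0.0246), and the call was lost without AC testes replicate 1, 2 or 4, at adjusted p-values from 0.0538 to 0.0584. For ddx4 the values were 78.3 ± 30.2 TPM in ovary and 208 ± 28.7 TPM in testes (log2 fold change 1.08, adjusted p = 0.00457). The other genes called higher in testes were tdrd1, tdrd6, tdrd7a, asz1, pld6, dnmt3aa, dnmt3bb.1 and dgcr8, with log2 fold changes between 0.73 for tdrd1 and 3.57 for dnmt3aa. The call of tdrd7a (log2 fold change 1.45, adjusted p = 0.0446) was lost in 10 alternatives, at adjusted p-values from 0.0509 to 0.0905. The genes lower in gonads than in brain were tdrd7b, dnmt3aa, dnmt3ab, dnmt3bb.1 and dgcr8, with changes between -1.53 and -3.06. For tdrd3 the gonad call (log2 fold change 0.77, adjusted p = 0.00688) was lost under total counts (adjusted p = 0.0523), a mean of at least 100 counts (0.0743) and TPM-scaled counts (0.122).

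**Figure D3:**
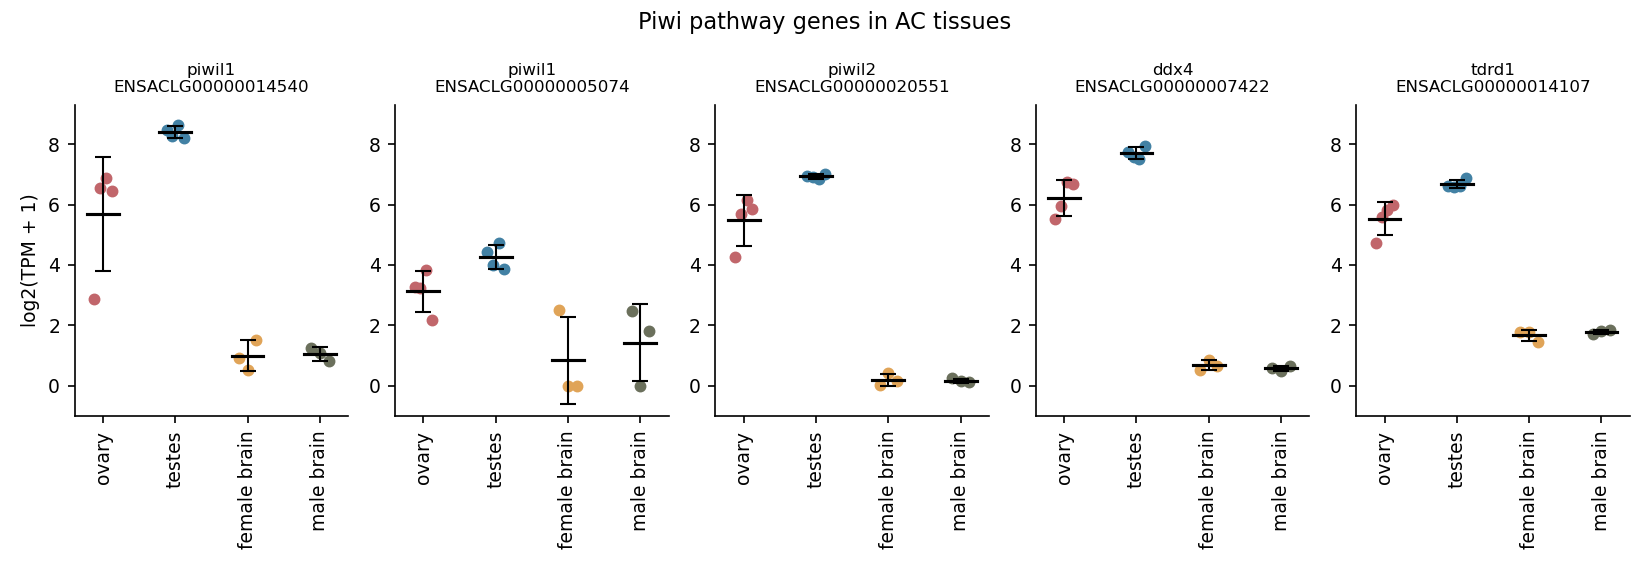
Deposited TPM as log2(TPM + 1) (vertical axis) of 2 piwil1 identifiers, piwil2, ddx4 and tdrd1 in AC ovary, testes, female brain and male brain, where points are libraries, lines means and bars 1 SD. For piwil1 ENSACLG00000014540, 3 ovaries lie close together and AC ovary replicate 1 far below them at 6.37 TPM, while the testes lie between 293 and 399 TPM.

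Control genes were read from the same tables. The testes controls dmrt1 (ENSACLG00000004443) and amh (ENSACLG00000022957) had 36.8 ± 6.47 and 38.6 ± 10.5 TPM (SD, n = 4) in AC testes against 2.66 ± 1.13 and 6.46 ± 6.16 TPM (SD, n = 4) in AC ovary, and gsdf was not matched by name. In brain snap25a (ENSACLG00000008238) reached 4189 ± 351 TPM (SD, n = 3) in females and 3997 ± 459 TPM (SD, n = 3) in males, against 1.04 ± 0.724 TPM in ovary and 0.462 ± 0.318 TPM in testes. For gfap (ENSACLG00000024861) the values were 197 ± 56.9 TPM in female brain, 339 ± 96.2 TPM in male brain, 0.233 ± 0.0389 TPM in ovary and 0.0399 ± 0.0384 TPM in testes. The ovary controls were not lower in testes by the margin of the other controls. The gene gdf9 (ENSACLG00000006918) had 156 ± 44.2 TPM in ovary and 129 ± 17.8 TPM in testes (log2 fold change -0.81, adjusted p = 0.0137). For bmp15 (ENSACLG00000020179) these were 358 ± 175 and 318 ± 61.5 TPM, for figla (ENSACLG00000002890) 297 ± 125 and 268 ± 39.9 TPM, and for zar1 (ENSACLG00000016994) 1652 ± 410 and 1961 ± 478 TPM. None of the last 3 was called, at adjusted p-values of 0.459, 0.160 and 0.970.

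**Figure D4:**
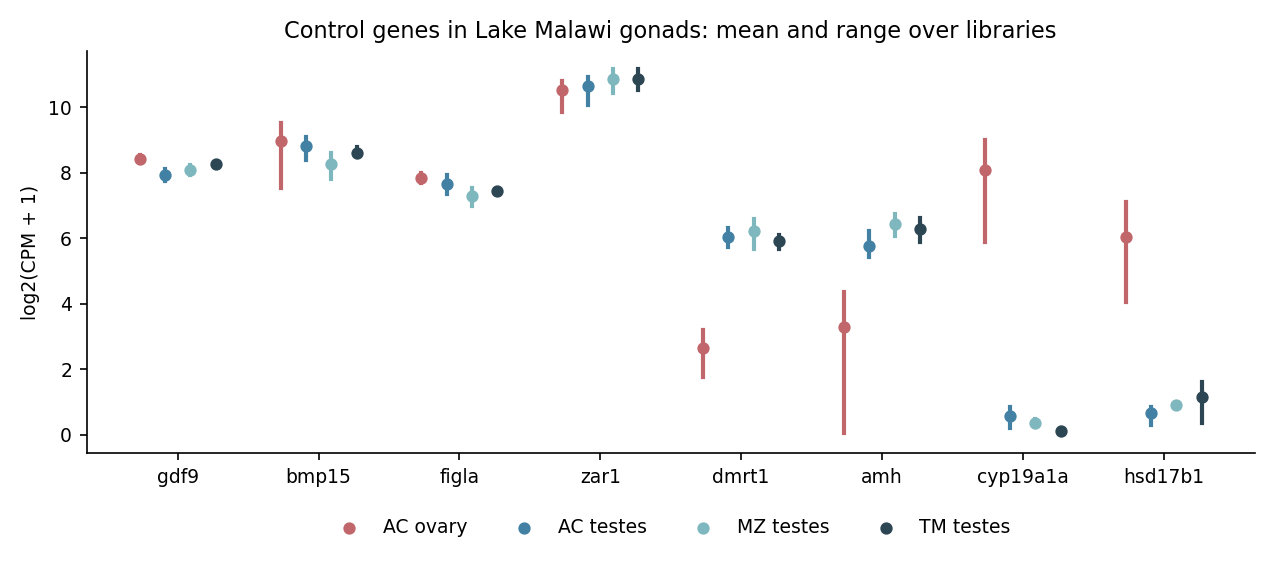
Control genes in AC ovary, AC testes, MZ testes and TM testes as log2(CPM + 1) on the curated table (vertical axis), where points stand for the mean and bars for the range over 4, 4, 2 and 4 libraries. The ovary controls gdf9, bmp15, figla and zar1 lie near ovary level in the testes of all 3 species, from 155 CPM for figla in MZ to 1847 CPM for zar1 in TM, while cyp19a1a lies at 272 CPM in ovary and at or below 0.487 CPM in testes.

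The last comparison asked whether TE families with signs of recent transposition in AC have other RNA levels than related families. Of the 15 families listed as active, 14 were matched and Rex-Babar-1 was not, and they fell in 9 superfamilies. Their mean percentile within the superfamily was 46.5 in ovary (permutation p = 0.629) and 46.9 in testes (permutation p = 0.660), where 50 stands for no difference. In testes the 2 active CMC-EnSpm families had a median rlog value of 7.84 and the 13 inactive ones 9.05, a log2 difference of -1.21 (exact permutation p = 0.0762), and no other superfamily had a lower p in either organ. All 18 adjusted p-values were 1. In DIRS, Maverick, PiggyBac, TcMar-Tc2 and hAT-Tip100, with 1 active family each and 1 to 4 inactive ones, the smallest possible exact p lies between 0.4 and 1, so these tests cannot pass the threshold. Their differences in testes were 1.00 for DIRS, -2.12 for Maverick, 1.33 for PiggyBac, -1.95 for TcMar-Tc2 and 2.92 for hAT-Tip100. When each library value of a family was taken as a separate point, these 5 and CMC-EnSpm passed 0.05 in testes, with unadjusted p-values from 7.54e-05 to 0.0286, and PiggyBac (0.0162) and hAT-Tip100 (4.13e-04) did so in ovary. The points of 1 family are not independent.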

Values the study reported

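The paper reports that 515 to 746 TE families, or 86 to 93%, had detectable expression in cichlid gonads. It lists 15 TE families with signs of recent transposition in AC.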

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

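The tests of a mislabelled testes library and of a few TE families were chosen only after the result was seen. A measure is listed here where 1 library in a group of 4 or more lay far from the others of its group, or where the testes to ovary ratio differed between species. Such a library was found in 5 of 95 groups of libraries, where chance gives about 4.75. All 5 were found in single genes (64 groups, chance 3.2), and 0 of 31 groups of TE measures held one (chance 1.55), so the number does not exceed what chance gives by much.

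For figla (ENSACLG00000002890), AC ovary replicate 1 stood far below its group, at 110.9 TPM against 333 to 373 TPM in the other 3 ovaries. In the TEtranscripts counts of the same 4 ovaries figla lay between 207 and 254 CPM, so the distance was seen in the salmon TPM only. The counting method, the unit and the scaling differ together here, so which of them matters was not tested. The library was apart in general: its median correlation with the other AC ovaries over genes and TE families was 0.874, and theirs with each other 0.975. Lower depth was argued against, since the others still correlated at 0.975 after thinning to its total. A gene length bias was argued against too. Removing a smooth trend on length moved the correlation of this library from 0.867 to 0.870, over the 93.2% of genes that have a length. Without its 100 most abundant features its correlation was 0.876. So few features weigh little in a correlation of log values over all features, and this value does not decide whether a few abundant ones matter. A mislabelled testes library would correlate best with testes, and its correlation with the AC testes was 0.817. The labels name no property that sets this ovary apart, so no biological explanation was tested, and a problem in the preparation of this 1 library stays open as well.

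In 4 further genes a single library stood out. AC ovary replicate 2 had 0.626 TPM of dnmt3aa (ENSACLG00000027364), where the other ovaries had 0.0470 to 0.114 TPM, and 82.4 TPM of henmt1 (ENSACLG00000026501), where the others had 145 to 147 TPM. AC testes replicate 4 had 118 TPM of tdrd1 (ENSACLG00000014107) against 95.5 to 97 TPM in the other testes. AC testes replicate 2 had 0.105 TPM of the piwil1 identifier ENSACLG00000005069, and the other testes had 0. Reads shared between the 4 piwil1 identifiers, and any other technical explanation of these 4 values, were not tested, and no biological explanation was tested either.

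Between species, the log2 ratio of the TE share in testes to that in ovary was lower in AC under the uncurated annotation than in ON, with a difference of -1.64 (permutation p = 0.0212). It did not pass the correction over 6 pairs of species (adjusted p = 0.127). All 3 ON testes lay above every ON ovary. A few TE families as the whole cause were argued against, because without the 10 most abundant TE families the testes still exceeded the ovaries by 2.29 points in ON, against 0.266 in AC, 0.634 in AB and 0.416 in PN. Each genome has its own TE annotation, so a more complete annotation of ON changes together with the species and stays open, as does a biological difference between the species, which was not tested. The median of the 500 most abundant ovary genes stood at 73.7% of ovary level in AC testes and at 21.6% in ON testes. Whether this bears on the gap in the TE share was not tested either.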

How the results depend on the processing

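The tests on the share without the 10 most abundant TE families, on the parts of active LTR families as separate entries and on a replicate block for the gene list were chosen only after the result was seen. Over 64 results that answer a comparison, 621 of 747 alternative values kept their direction and their side of the threshold, or for a count stayed within 1.5 times of it. In 33 results every alternative that was run did so. These were the calls of TE families and of genes in ON (544 to 638 families across the 6 fits that each left out 1 library), the 3 counts for the piwi and TE silencing list (22 to 24 for gonads against brain, 9 to 16 for testes against ovary, and 0 for male against female brain, where 2 had an unadjusted p under 0.05), the detectable families of AB, ON and uncurated AC, every TE share except that of curated AC, 12 of the 20 class medians, the gene medians of AC, PN and ON, 4 superfamily correlations and both percentiles of active families. The exact tests used here, with p as 2 times the smaller tail, cannot pass 0.05 with 3 against 4 or 3 against 3 libraries. Their stability therefore shows only in the direction. Leaving out MZ libraries leaves 1 MZ library, and no calls for MZ were made there.

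Among class medians of AC, no p of the exact test used here can pass 0.05 once 1 library is left out. Only the sizes tell something: 0.53 to 0.79 for DNA, 0.38 to 0.65 for LINE and 1.30 to 1.44 for LTR under the curated annotation, and 0.39 to 0.68 for LINE and 0.64 to 0.85 for LTR under the uncurated one. LINE lost its unadjusted p under 0.05 with total counts, at 0.88 (exact p = 0.0571) in curated and 0.75 (exact p = 0.114) in uncurated families, and with TMM-scaled CPM at 0.61 (exact p = 0.0857) in the latter. SINE changed sign when single libraries were left out, within -0.11 to 0.27 in curated AC, -0.39 to 0.083 in uncurated AC and -0.92 to 0.15 in PN, and for uncurated AC also as a mean over families, at 0.014. The AB gene median became -0.24 over genes past filterByExpr and lay between -0.0025 and 0.17 with 1 library left out. The TE share of curated AC passed an unadjusted 0.05 without its 10 most abundant families, at 0.308 points (exact p = 0.0286). The cause of these changes was not tested.

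Stricter detection rules left fewer families by construction: more than 10 counts in every library gave 323 in curated AC, 322 in the 14 Lake Malawi libraries and 428 in PN, and more than 100 counts in 2 libraries gave 419 in PN. A filter at a mean of 100 counts tests fewer features, which lowered the calls of TE families to 353 in AB, 102 in curated AC and 80 in PN, and of genes to 1038 for MZ against AC, 2310 for TM against AC and 1299 for TM against MZ. It also turned the majority of gene calls for gonads against brain (10546 calls, 5594 of them higher in gonads), for testes against ovary in the tissue fit (4570) and for MZ against AC (518 higher and 520 lower), whose cause was not tested.

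Scaling on TE families alone centres the typical family near 0 by construction, which removed the majority of higher calls in uncurated AC (213 calls), PN (184) and MZ against AC (79). The majority for TM against AC turned as well (176). Its median log2 fold change was -0.05 in the main fit and -0.06 with this scaling, so centring cannot account for that turn. The cause of that turn was not tested. Total counts turned the majority for TM against AC (112 families), for genes in PN (7091) and for genes in AB (13819). DESeq2 gave 186 families in uncurated AC and 116 for TM against MZ, and 10 genes for male against female brain, 2902 for MZ against AC, with the majority turned, 3275 for TM against MZ and 14015 in AB, with the majority turned. The near tie of AB genes turned as well with a threshold of 1 on the absolute log2 fold change (11893) and with no filter (14731). The cause of the changes with total counts, DESeq2 and these 2 settings was not tested.

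A replicate block used numbers that may only be shared labels: no set of groups had a correlation above 0.1 in every pair of equal replicate number (lowest -0.325, highest 0.398). With it there were 115 TE families in curated AC, 48 in uncurated AC, 52 in PN, 18 for MZ against AC and 20 for TM against MZ. For genes there were 2101 in AC, 4774 in PN and 11990 in AB, both with the majority turned, 607 for MZ against AC and 836 for TM against MZ. A block uses up degrees of freedom, so the lower counts do not measure weaker effects.

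Across the fits that each left out 1 library, TE families numbered 54 to 179 in uncurated AC (without AC testes replicate 1 and AC ovary replicate 1), 69 to 397 in PN (without PN testes replicate 3 and PN ovary replicate 2), 41 to 77 for MZ against AC and 35 to 67 for TM against MZ. Genes numbered 2333 to 6930 in AC, 12885 to 14255 in AB, 5622 to 11082 in PN, 1125 to 1841 for MZ against AC, 2462 to 4873 for TM against AC and 1124 to 2258 for TM against MZ. In the tissue fit they numbered 4484 to 7303 for testes against ovary and 0 to 2 for male against female brain, where 564 genes had an unadjusted p under 0.05 with all libraries. The majority of gene calls turned in PN without any 1 of the testes, in AB without AB ovary replicate 2, for MZ against AC without AC testes replicate 4 and for testes against ovary without AC ovary replicate 4. Fewer libraries lower the power by construction, and the cause of the increases was not tested.

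Superfamily correlations with PN lost their p under 0.05 with summed counts (AB and PN r = 0.319, AC and PN r = 0.197) and with at least 5 families (AC and PN r = 0.352). Differences between active and inactive families changed sign for DIRS in ovary, to -0.065 with TMM-scaled CPM and -0.11 with separate points, and between -0.24 and 0.31 with 1 library left out. They did so for Gypsy in ovary, between -0.10 and 0.48 with 1 library left out, and for ERV1 in testes, to 0.24 with TMM-scaled CPM. The cause was not tested. Of 2071 alternative values for single families, single genes and superfamilies with active families, 2012 kept direction and side, and 46 were weaker, 8 stronger and 5 reversed. The 46 weaker values belong to single families and genes. The 8 stronger and 5 reversed ones all belong to comparisons of active with inactive families.

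The recovery was lowest in PN, where 0% of 4-fold changes were recovered in the simulated data of its fit. That simulation changed 200 of 17884 features, while the real PN fit called 8240 genes and 141 TE families. The adjusted p depends on how many features change, so the 0% does not measure the recovery of the real fit. Families and genes without a call in PN stay open at that size. Whether depth or spread between libraries limits PN was not tested.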

Other observations

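The tests written before the result was seen were those of depth and of a few genes for PN ovary replicate 2 and of testes RNA as the reason why it lies apart, and the other tests of this part, the counts of splits included, were chosen after the result was seen.

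The counts of called features were compared with other splits of the same libraries into groups of the same sizes. Every other split mixes the real groups, so a real difference becomes spread within groups and lowers the calls. The comparison therefore does not tell how many single calls are false. For TE families in testes against ovaries, 1 of 35 splits, the real one, gave as many calls in AC under each annotation, in AB and in PN. For genes, 1 of 35 did so in AC, AB and PN, and for testes against ovary in the tissue fit. TM against AC likewise gave 1 of 35 for TE families and for genes. In ON 1 of 10 splits gave as many TE families, and 1 of 10 as many genes, which is the lowest share that 3 against 3 libraries allow, so the count of splits sets no tighter limit there. Gonads against brain gave 1 of 100 drawn splits, the real one, while another split gave 6588 genes. That real split also follows the library protocol, and no value within 1 protocol can be had. For male against female brain the count of splits decides nothing: the real split gave 0 calls (564 genes at an unadjusted p under 0.05), so all 10 of 10 splits gave at least as many.

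PN ovary replicate 2 lay apart from the other PN ovaries, with a median correlation of 0.761, where the others correlated at 0.909 with each other. Lower depth was argued against, since the others correlated at 0.908 after thinning to its total. Without its 100 most abundant features its correlation was 0.766. So few features weigh little in such a correlation, and this value does not decide whether a few genes are the cause. Its correlation with the PN testes was 0.686, which argues against a mislabelled testes library. Testes RNA as the whole cause was argued against as well: after a common share of the testes profile was taken out, its correlation was 0.754. The labels name no property that sets this ovary apart, and no biological explanation was tested.

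Genes abundant in PN testes nevertheless stood higher in this library. Over 60 genes chosen for at least 100 CPM in testes and under 1 CPM in both other PN ovaries, the median level in this library was 1.61% of the testes level (quartiles 1.35 and 1.96%). That choice fixes a low level in the other ovaries, so genes were also chosen on 1 of them alone and read in the 2 ovaries left. With 65 genes chosen on PN ovary replicate 1 the median was 1.64% in PN ovary replicate 2 and 0.0441% in PN ovary replicate 3, and 64 of the 65 were higher in replicate 2. With 99 genes chosen on PN ovary replicate 3 it was 1.57%, against 0.255% in PN ovary replicate 1, and 86 of the 99 were higher in replicate 2. A common share is what RNA from testes would bring, and 8.33% of the 60 genes lay under 1%, so a small amount of testes RNA in this library is a candidate explanation. Whether it came from tissue or from carry-over between libraries was not tested. Without this library PN had 397 called TE families in place of 141.

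Abundant ovary transcripts were near ovary level in the Lake Malawi testes. Over the 500 genes with the most counts in AC ovary, the median gene had 77.1% of its ovary level over 10 testes libraries, and 267 genes had over 50% in each of them. On AC testes alone the median was 73.7%, and in other species the matching value was 19.2% in AB, 31.7% in PN and 21.6% in ON. The counting by STAR and TEtranscripts was argued against, since the salmon values of the same genes gave 75.5% in AC. Mislabelled ovaries in AC were argued against too, because the lowest testes library had 2.17 times the level of the highest ovary in the testes control where this gap was smallest. Spermatogenic genes were high in testes on the curated table: sycp1 rose from 0.297 CPM in AC ovary to 391 CPM in AC testes, sycp3 from 10.7 to 345 CPM, tekt1 from 4.32 to 111 CPM and odf3b from 0.485 to 234 CPM, so ovary expressed these 4 at a low level. RNA of ovaries like the sequenced ones, from mixed tissue or carry-over, was argued against as the whole cause, since it would bring all their abundant transcripts at a common share. Of 7187 genes with at least 10 CPM in every AC ovary, 5 stayed in every testes library under 7.71% of their level in the lowest ovary, 10 times below the common share. They were cyp19a1a (at or below 1.37%), sparcl1 (2.92%), ENSACLG00000005916 (3.52%), ENSACLG00000010017 (5.14%) and crabp2b (6.97%), and apart from ENSACLG00000010017, which the naming rule chose, they were picked out after their values were seen. Against the mean of the ovaries, the follicle cell genes cyp19a1a (272 CPM) and hsd17b1 (64.9 CPM) stayed at or below 0.293% and 3.19%, while foxl2a and foxl2 were not matched by name. Against its lowest ovary hsd17b1 did not meet the limit of 7.71%, with 15.7 CPM there and 2.07 CPM in the highest testes library. RNA of oocytes, or of ovary in a state unlike the sequenced ovaries, cannot be told apart from transcription in the testes: the ovary controls lay at 61.0% of ovary level or more in the mean of the testes of AC, MZ and TM, which each of these would give. A smaller share of ovary RNA stays open as well. A biological difference between Lake Malawi and the other species stays open, as untested.

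The rlog values showed a smaller difference between testes and ovaries than TMM-scaled counts in 18 of 20 combinations of class and table. A normalisation by the authors over TE families alone was argued against: the offsets of the deposited values lay at least 0.34 (log2, root mean square) from factors of TE families alone in each of the 5 tables, and at most 0.21 from factors over genes and TE families. Shrinkage of values is part of the rlog, and its share in the difference was not tested. No biological explanation was tested, since both scales describe the same libraries.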
